A study of Mus musculus with 34 samples. Its data were reported in "HDAC4 Reduction: A Novel Therapeutic Strategy to Target Cytoplasmic Huntingtin and Ameliorate Neurodegeneration" (2013).

How the data were processed

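Cortex RNA of individual mice aged 15 weeks was hybridised by the authors to Affymetrix whole-genome mouse expression arrays, 1 array per mouse, per the labels and the methods of the study. Array quality was assessed by the authors with an online quality-control package, and arrays with poor probe-level quality scores were excluded by them. The deposited values are log2 expression levels per probe set. The background correction, normalization and summary method behind them are not given in the sources used here. The values ranged from 2.04 to 14.1 and array medians from 5.44 to 5.52. All 34 columns were matched to a sample by name, and 0 were left unmatched.

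Samples were grouped by the genotype in their labels: WT (n = 8), Hdac4HET (n = 8), R6/2 (n = 9) and Dble::R6/2 (n = 9). Of 45037 probe sets, 34945 had 1 gene symbol, 932 had several and 9160 had none in the platform annotation. Symbols were updated through a RefSeq gene table of assembly GRCm38.p6, which matched 34741 probe sets. That table was used only for names and for which genes lie near Hdac4. Probe sets with several symbols were not named, and probe sets of one gene are told apart by their mean level over all arrays or, for Prm1, in WT. For gene-level results the probe set with the highest mean over all arrays represented each of 18193 genes.

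Each pair of genotypes was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend) on the deposited log2 values, with the arrays of that pair alone and no covariate, as the study's methods compared pairs. Benjamini-Hochberg adjustment ran over all 45037 probe sets. Calls were made at an adjusted p of 0.05 or less, and counted again with a fold change over 30%. No filter on dim probe sets was used. The interaction of the transgene and the Hdac4 allele, and the mean effect of the allele over both backgrounds, were fitted with all 4 genotypes. Fold changes are differences of mean log2 values, and p-values measure the spread between animals.

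In total 23 gene lists, fixed before the data were examined along with the tests and the rule for named genes, were tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation. They covered the Hdac family, MEF2 targets, neuronal, synaptic and metabolic genes, chaperones, histones, Hox genes, markers of other cell types, and control genes. Lists of pituitary and epidermal markers were written after some of those transcripts had been seen, and a spermatid list after the Prm1 signal had been seen. Named genes were the 10 largest rises and falls for R6/2 against WT and the 5 largest otherwise among calls, the Hdac genes and Htt, up to 4 called members of each list, and the genes the study followed up by qPCR. Prm1, Bdnf and the genes near Hdac4 were added after their values had been seen.

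The R6/2 score was compared with a 2-sided exact permutation test, over 715 and 2002 assignments of the arrays. Calls near Hdac4 were tested with Fisher's exact test in windows of 5, 10 and 20 Mb. The fits were tested on simulated data with 200 changed probe sets out of 45037. For R6/2 against WT, 50.8% of changes of 1.3-fold, 86.6% of 1.5-fold and 98.5% of 2-fold were recovered. The shares were 40.3%, 71.6% and 97% for Hdac4HET against WT, 62.7%, 86.6% and 98.5% for Dble::R6/2 against R6/2, and 58.2%, 85.1% and 97% for Dble::R6/2 against Hdac4HET. In the same order of comparisons, false calls were 17 of 174, 4 of 143, 8 of 173 and 3 of 163 calls. In a simulation of the list test, the 1 shifted list was found and 0 others were called. It was run for R6/2 against WT alone. It is no test of the preset correlation for lists whose genes vary together. Immediate early genes in Hdac4HET against WT, for instance, had an estimated correlation of 0.644.

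Alternatives fixed in advance were quantile normalization, a restriction to the brighter probe sets, array weights, eBayes with trend and robust options, sex from the labels, the replicate number as a block, the first residual principal component, all 4 groups in a single fit, the methods' t-test, the mean of all probe sets of a gene, and other windows and score settings. Alternatives added after the data had been seen were sex read from Xist, leaving out the 4 arrays with Prl above a log2 value of 8, leaving out each array in turn, and gene lists without R6/2 replicate 2, with the preset and with an estimated correlation. Figures were drawn with matplotlib 3.10.9. Arrays of younger mice and of other crosses were not analysed here.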

Results

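Expression was measured in the cortex of mice aged 15 weeks from a cross between R6/2 mice, which carry a mutant HTT exon 1 transgene, and mice with 1 targeted Hdac4 allele (Hdac4HET). The 34 arrays came from WT (n = 8), Hdac4HET (n = 8), R6/2 (n = 9) and Dble::R6/2 mice, which carried both mutations (n = 9). Values were log2 expression levels of 45037 probe sets. Array medians lay between 5.44 and 5.52, and arrays of one genotype correlated at 0.973 or above. The number of arrays per genotype limits the precision of every comparison.

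Hdac4 was the targeted gene, and its transcript was lower in Hdac4HET than in WT on all 3 of its probe sets and lower in Dble::R6/2 than in R6/2 on 1 of them. The brightest probe set read 8.06 ± 0.13 in WT (SD, n = 8) and 7.58 ± 0.10 in Hdac4HET (SD, n = 8), a log2 change of -0.48 ± 0.06 (SE, limma adjusted p = 0.0036) that left 71.5% of the WT level. The second brightest fell to 70.3% of WT (log2 change -0.51, adjusted p = 0.00744), and on both of these every Hdac4HET array lay below every WT array. On the R6/2 background, the second brightest fell from 7.86 ± 0.09 to 7.25 ± 0.17 (SD, n = 9 each, log2 change -0.61, adjusted p = 3.3e-04), which left 65.5% of the R6/2 level. For the brightest the change of -0.33 ± 0.08 (SE) between R6/2 and Dble::R6/2 did not pass (adjusted p = 0.691), and 4 of the 9 Dble::R6/2 arrays reached the lowest R6/2 array. That array was R6/2 replicate 2, which carried epidermal transcripts. Without it, 1 Dble::R6/2 array reached the lowest R6/2 array, and the change of -0.38 did not pass either (adjusted p = 0.176). The dimmest probe set was lower in Hdac4HET (-0.36, adjusted p = 0.0299) and in R6/2 (-0.39, adjusted p = 0.00449) than in WT, but differed by only -0.08 between Dble::R6/2 and R6/2 (adjusted p = 0.946), where 2 of the 9 Dble::R6/2 arrays lay above every R6/2 array. Where these probe sets lie relative to the deleted part of the gene is not known here, so a probe set outside it checks no label. Without 4 arrays high in prolactin transcript (Prl), described with the comparison of R6/2 and WT, none of the 3 probe sets passed between Hdac4HET and WT, at -0.47 for the brightest, -0.51 for the second brightest and -0.36 for the dimmest (adjusted p = 0.143, 0.143 and 0.21). With sex read from Xist as a covariate, the dimmest did not pass either (-0.34, adjusted p = 0.109).

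**Figure D1:**
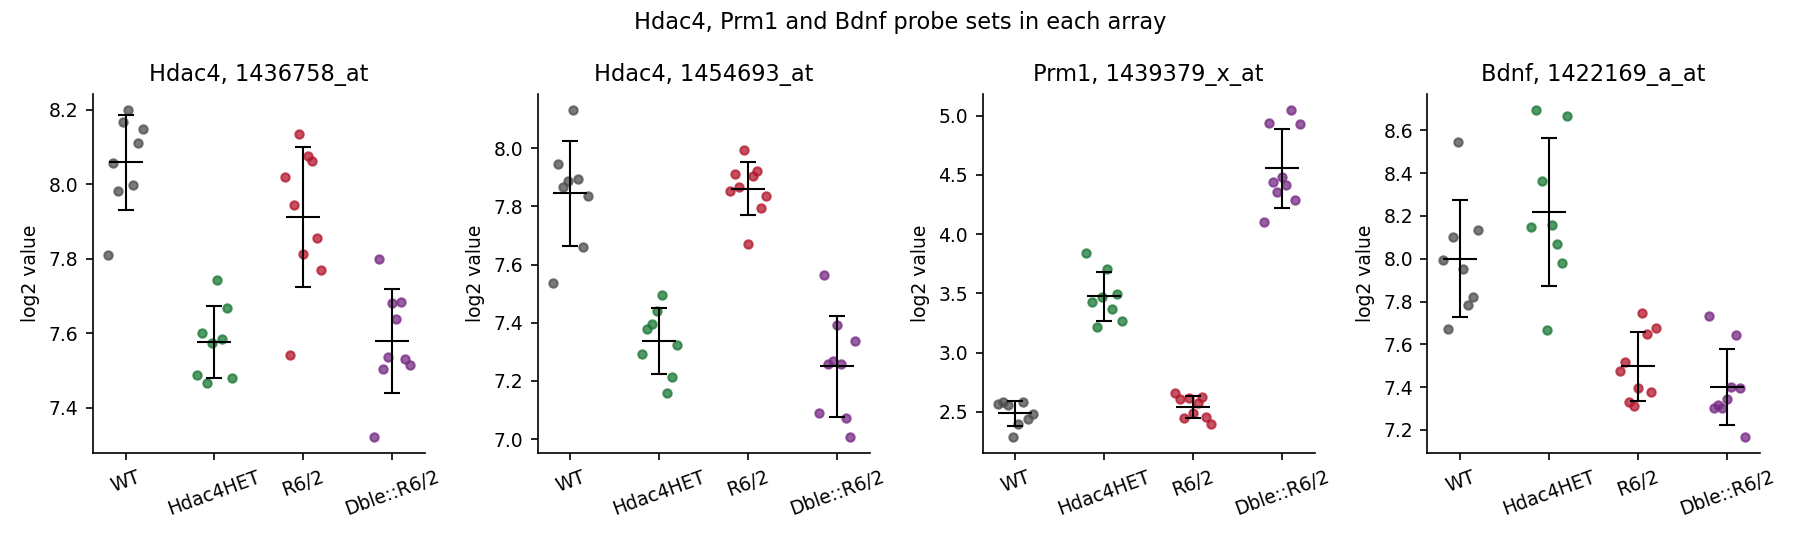
Log2 expression of the brightest and second brightest Hdac4 probe sets, the dimmest Prm1 probe set and a Bdnf probe set in each array of the 4 genotypes, with the mean and SD of each group. Prm1 was higher in carriers of the targeted allele, Hdac4 was lower in Hdac4HET than in WT on both probe sets and in Dble::R6/2 than in R6/2 on the second brightest, and Bdnf was lower in R6/2 than in WT.

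The first question was how the R6/2 transgene altered cortical expression. Genes of 4 transcription factors were among the 10 largest rises. Pou4f1, a POU homeodomain factor of sensory neurons, went from 3.98 ± 0.33 (SD, n = 8) to 7.46 ± 0.45 (SD, n = 9), a log2 change of 3.48 ± 0.18 (SE, limma adjusted p = 2.14e-10). Onecut2 (2.80), Twist1 (2.71) and Shox2 (2.38), which encode a cut homeodomain, a helix-loop-helix and a homeodomain factor, rose with it. The cell cycle genes Cks2 (1.97) and Tpx2 (1.89), the G protein regulator Rgs13 (2.46), the interferon-inducible Ifi27l2a (2.02), and Gm2102 (2.74) and G530011O06Rik (1.93) completed the 10 strongest rises.

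The strongest falls included the microglial purinergic receptor P2ry12 (log2 change -2.20 ± 0.32, SE), the immunoglobulin heavy chain Ighm (-2.98), Abi3bp (-2.51), the anoctamin Ano3 (-2.13) and Ddit4l (-2.11), an inhibitor of mTOR signalling. The ryanodine receptor Ryr1 (-1.95), the sodium channel subunit Scn4b (-1.92) and the myosin light chain Myl4 (-1.88) also fell. The pituitary hormone genes Prl (-3.63, adjusted p = 0.0111) and Gh (-2.65, adjusted p = 0.00611) were among the 10 strongest falls, but WT arrays were widely spread in both (SD 3.42 and 2.22). Prl lay between 10.4 and 12.1 in WT replicates 2, 6 and 7, and between 3.51 and 6.04 in the other 5 WT arrays.

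Among gene groups, activity-regulated immediate early genes were lower in R6/2. Of 27 measured, 21 fell and 1 rose (22 adjusted over the list alone), with Npas4 at -1.85, Egr2 at -1.82, Arc at -1.64 and Klf10 at -1.29 (camera adjusted p = 1.54e-11). Of 17 MEF2 factors and muscle-type MEF2 targets, 6 fell and none rose (7 called adjusted over the list alone), among them Myh7 (-1.48), Nr4a1 (-0.74) and Gadd45a (-0.53) (camera adjusted p = 0.00965). The Hdac family moved both ways. Hdac1 (0.52) and Hdac2 (0.34) rose, Hdac5 (-0.31), Hdac7 (-0.22) and Hdac10 (-0.18) fell, and the other 6 of 11 did not pass (5 called adjusted over the list alone, camera adjusted p = 0.402). These calls differ from the qPCR of the study, which found Hdac transcripts other than Hdac4 unchanged from WT in R6/2 mice. The mouse Htt transcript rose on its brightest probe set (0.34, adjusted p = 0.0111). The highest R6/2 value there was 9.37, in replicate 2, the array with epidermal transcripts. Means of the other Htt probe sets differed less between WT and R6/2. They read 7.45 and 7.61 on the second brightest, 7.43 and 7.58 on the next, and 5.27 and 5.25 on the dimmest.

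Neuronal groups fell together. Of 29 glutamatergic synapse genes, 17 fell (21 called adjusted over the list alone), led by Cacng3 (-1.47), Grm3 (-0.83) and Grm2 (-0.73), with a camera adjusted p of 3.22e-08. Of 24 genes of GABAergic neurons and GABA receptors, 18 fell and 2 rose (21 called adjusted over the list alone), including the neuropeptide genes Crh (-1.42) and Sst (-1.37) and the receptor subunit Gabrd (-0.94), with a camera adjusted p of 3.5e-11. Of 30 synaptic vesicle genes, 14 fell and 1 rose (15 adjusted over the list alone), with Vamp1 at -1.06 and Rims1 at -0.79 (camera adjusted p = 2.5e-05). Of 38 potassium channel genes, 21 fell and 2 rose (26 called adjusted over the list alone), with Kcnip2 at -0.89 and Kcnv1 at -0.87 (camera adjusted p = 2.37e-10). Of 19 cortical layer genes, 9 fell and 2 rose (12 called adjusted over the list alone), with Cplx3 at -1.37, Rspo1 at -1.30 and Cux2 at -1.14 (camera adjusted p = 6.79e-06). Of 20 genes typical of striatal projection neurons, 10 fell (11 adjusted over the list alone), with Arpp19 at -1.65 and Rgs4 at -1.35. That last group passed with the preset correlation (camera adjusted p = 3.95e-09) and not otherwise (adjusted p = 0.0684 with an estimated correlation).

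Enzymes and regulators of cholesterol biosynthesis also fell, 16 of 20 measured (17 adjusted over the list alone). Msmo1 changed by -1.28, Fdps by -1.17 and Idi1 by -1.11, all of them enzymes of the sterol pathway (camera adjusted p = 1.54e-11). Replication-type histone genes rose in 5 of 9 (5 adjusted over the list alone), with H1f2 at 0.81 (camera adjusted p = 0.0167). Heat shock and chaperone genes (10 of 30 up and 3 down, 13 adjusted over the list alone), oxidative phosphorylation genes (12 of 47 up and 3 down, 16 adjusted over the list alone) and Hox genes (3 of 33 up, 3 adjusted over the list alone) did not pass as groups (camera adjusted p = 0.274, 0.402 and 0.647). Hspb1 (0.52), Dnajb1 (0.47), Ndufs7 (0.45) and Hoxb5 (1.10) rose within them.

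Markers of other cell types moved alongside these neuronal groups. Astrocyte markers fell in 15 of 22 and rose in 2 (19 called adjusted over the list alone), with Slc4a4 at -0.97 and the water channel Aqp4 at -0.77 (camera adjusted p = 4.02e-08). Microglia markers fell in 10 of 20 (10 adjusted over the list alone, camera adjusted p = 3.76e-06), including Gpr34 (-1.51) and Cx3cr1 (-0.81), but not with a looser assumption (adjusted p = 0.0983 with an estimated correlation). Oligodendrocyte markers fell in 11 of 21 (12 called adjusted over the list alone, camera adjusted p = 1.24e-04), including Ugt8a (-1.12) and Pllp (-0.78), and likewise lost the call (adjusted p = 0.324 with an estimated correlation). Endothelial and mural markers split, 4 up and 4 down of 22 (9 adjusted over the list alone), with a median of 0.01, a mean of -0.04 and a camera adjusted p of 0.45. Choroid plexus markers rose in 4 of 14 (4 adjusted over the list alone, camera adjusted p = 0.264), with Ttr at 1.14. Red blood cell transcripts (1 of 5 up and 2 down, 3 adjusted over the list alone), the qPCR reference genes (1 of 4 down, 1 adjusted over the list alone), the genes the study followed up by qPCR (1 of 10 up, 1 adjusted over the list alone) and the sex-linked genes (0 of 4 in limma, 0 adjusted over the list alone and 0 with an unadjusted p under 0.05) did not pass in camera (adjusted p = 0.44, 0.619, 0.993 and 0.982). The follow-up genes were picked from arrays of younger mice of the same cross.

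In all, limma called 12127 probe sets at an adjusted p of 0.05 or less, 6701 higher and 5426 lower in R6/2. Of these, 6299 also changed by over 30%. Of the 23 lists, 13 passed with the preset correlation and 10 with an estimated one. Without R6/2 replicate 2, which carried epidermal transcripts, 4 of these 10 no longer passed, at an adjusted p of 0.0505 each for MEF2, synaptic vesicle and histone genes and 0.0764 for immediate early genes with an estimated correlation. Without the 4 arrays high in Prl (WT replicates 2, 6 and 7 and Hdac4HET replicate 1) the count was 8040.

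**Figure D2:**
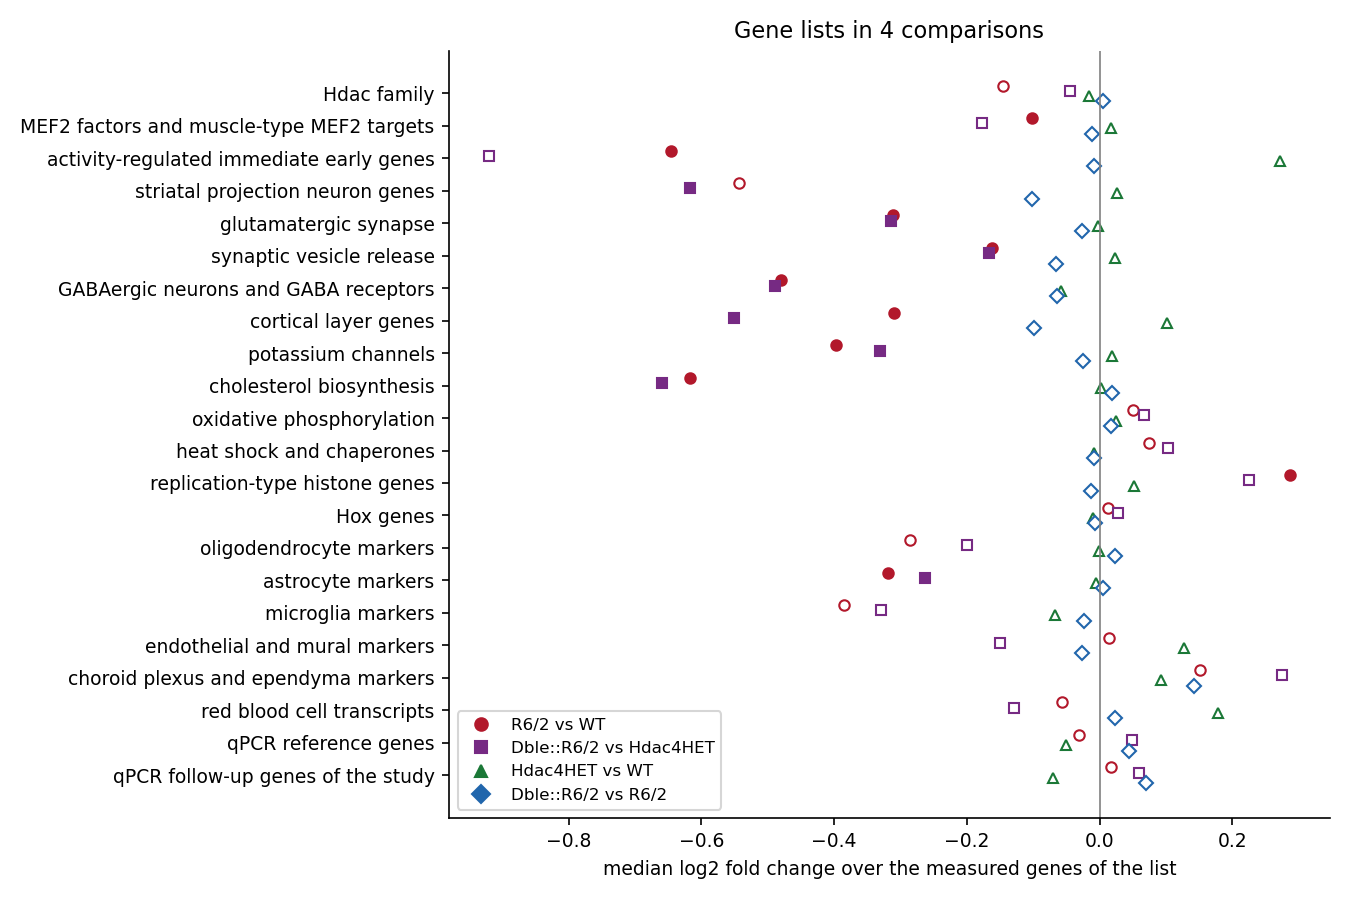
Median log2 change of the members of 22 gene lists in the 4 comparisons of genotypes. Filled points passed camera with an estimated correlation at an adjusted p of 0.05 or less, which held for 10 lists in R6/2 against WT and for 8 in Dble::R6/2 against Hdac4HET.

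The next question was what 1 targeted Hdac4 allele changed without the transgene. Besides the fall of Hdac4 itself, Prm1, which encodes a protamine that packs sperm DNA, rose. The dimmest of its 3 probe sets rose from 2.49 ± 0.10 in WT to 3.47 ± 0.21 in Hdac4HET (SD, n = 8 each, log2 change 0.99, limma adjusted p = 1.52e-05), and the next rose by 1.22 (adjusted p = 3.79e-05). Nptx2, a neuronal pentraxin (0.83), and Pam, an enzyme that amidates neuropeptides (0.77), rose, as did Gm13306 (1.14), Myh7 (0.88) and Ocel1 (0.71). Ano3 (-1.22), P2ry12 (-1.18), Abhd1 (-1.15), the kinase gene Araf (-0.77) and ND5, a mitochondrial complex I subunit (-0.72), fell. Without the 4 arrays high in Prl, 5 probe sets were called higher and 0 lower. None of the falls named for Hdac4HET against WT, here or below, therefore kept its call, and at most 5 of the named rises did. Among values of named genes, 32 lost the call there and 32 with sex read from Xist as a covariate. The Prm1 probe sets were singled out after their values had been seen. In non-carriers the dimmest read at most 2.66 and the next at most 2.87, near the lowest value of 2.04 in the data, and no detection calls were used here. Their level above background there was not shown, so the sizes of all their changes against non-carriers depend on that floor.

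Among the fixed groups, few members passed in Hdac4HET against WT. Cldn5, a tight junction gene of endothelium (0.54), and Gabrd (0.37) rose, while Gpr34 (-0.55), Gabra2 (-0.47) and Slc4a4 fell (adjusted p = 0.022 for the last). None of the other 10 Hdac genes was called. Htt read 0.24 on its brightest probe set (adjusted p = 0.0694) and rose on the second brightest (0.25, adjusted p = 0.0299). Immediate early genes had a median change of 0.27 with 1 of 27 called (1 adjusted over the list alone). Averaged over the list and set against the WT mean, Hdac4HET replicates 2 and 8 read 0.89 and 0.88. The other Hdac4HET arrays read -0.21 to 0.47 and WT arrays -0.29 to 0.38. The list was not tested without those replicates. Immediate early genes passed camera with the preset correlation (adjusted p = 1.38e-05) and not otherwise (adjusted p = 0.805 with an estimated correlation). Endothelial and mural markers had a median of 0.13 with 1 up and 1 down of 22 (8 called adjusted over the list alone), and likewise lost the camera call (adjusted p = 0.0359, and adjusted p = 0.805 with an estimated correlation).

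In limma 1760 probe sets passed, 754 higher and 1006 lower, and 964 of them changed by over 30%. The balance of directions varied with the setting, with 100 higher and 73 lower by the methods' t-test, 352 and 352 with all 4 groups in a single fit, 2699 and 2421 with the first residual principal component, 14 and 8 with sex read from Xist, and 5 and 0 without the 4 arrays high in Prl. The count of 1760 was 5 without the 4 arrays high in Prl, where the median change of the same probe sets went from 0.40 to 0.37 and their median SE from 0.0934 to 0.108. With sex read from Xist as a covariate it was 22, and it lay between 183 (without Hdac4HET replicate 6) and 3994 (without WT replicate 8) when single arrays were left out.

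The central question was whether Hdac4 reduction altered the R6/2 profile. Between Dble::R6/2 and R6/2, 3 of 45037 probe sets passed in limma. In simulated values of all 45037 probe sets, 200 of them changed, 86.6% of changes of 1.5-fold in this comparison were recovered. That share does not carry over to the measured values. With 173 calls in the simulation, an adjusted p was easier to pass than with the 3 calls here. The 3 were named after their values had been seen: the dimmest Prm1 probe set, from 2.54 ± 0.10 to 4.56 ± 0.33 (SD, n = 9 each, log2 change 2.01, adjusted p = 2.18e-09), the next Prm1 probe set (1.86, adjusted p = 8.19e-08), and the second brightest Hdac4 probe set. Every carrier of the targeted allele lay above every non-carrier in both of these Prm1 probe sets, which were dim in WT. The brightest Prm1 probe set differed by 0.30 (adjusted p = 0.206).

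No other Hdac gene passed in this comparison, and Htt did not (0.05, adjusted p = 0.974). Bdnf, which encodes a neurotrophin, was lower in R6/2 than in WT on both of its probe sets (-0.97, adjusted p = 4.03e-04, and -0.50, adjusted p = 9.4e-04). Between Dble::R6/2 and R6/2 the Bdnf values differed by 0.09 and -0.10 (adjusted p = 0.973 and 0.93). The platform annotation assigns these probe sets to Bdnf, whereas the study regarded the gene as missing from its arrays. By qPCR, the study found more Bdnf transcript in the double mutants than in mice with the transgene alone. What the probe sets detect is uncertain here. Of the 10 measured genes that the study followed up by qPCR from its arrays of younger mice, 0 passed in limma here (0 adjusted over the list alone and 0 with an unadjusted p under 0.05). The highest was Cyp39a1 (0.21, adjusted p = 0.88) and the lowest Enpp5 (-0.12, adjusted p = 0.975). Striatal projection neuron genes had a median of -0.10, with 0 of 20 members called in limma (0 adjusted over the list alone and 4 with an unadjusted p under 0.05). They passed camera with the preset correlation (adjusted p = 0.00657) and not otherwise (adjusted p = 0.791 with an estimated correlation). Averaged over this list and set against the WT mean, R6/2 replicate 3 read -0.20. The other R6/2 arrays read -0.93 to -0.44 and Dble::R6/2 arrays -1.015 to -0.74. Leaving out R6/2 replicate 3 would make the difference smaller, but the list was not tested without it.

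With 1 probe set per gene, limma called 0 of 18193 genes, while 1171 had an unadjusted p under 0.05, against 910 expected by chance. Without R6/2 replicate 2, the array with epidermal transcripts, glutamatergic synapse (camera adjusted p = 0.04999), synaptic vesicle (0.00479) and GABAergic genes (0.00136) passed as well, all of them lower in Dble::R6/2, but only with the preset correlation (adjusted p = 0.28, 0.188 and 0.284 with an estimated correlation).

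The R6/2 effect was measured again on the Hdac4HET background, from separate arrays. Pou4f1 (3.33), Gm2102 (2.80), Onecut2 (2.58) and Shox2 (2.46) rose in Dble::R6/2 against Hdac4HET, together with Plin4, which encodes a lipid droplet protein (2.59 ± 0.23, SE, n = 8 and 9, limma adjusted p = 1.06e-07). Ighm (-3.40), Egr2 (-2.89), Abi3bp (-2.67), Myh7 (-2.43) and Npas4 (-2.22) fell. Hdac1 (0.39) and Hdac2 (0.30) rose, and Hdac5 (-0.25), Hdac7 (-0.27), Hdac9 (-0.18) and Hdac11 (-0.33) fell. The qPCR of the study put these transcripts at the WT level in both genotypes.

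Genes typical of striatal projection neurons fell in 13 of 20 (15 adjusted over the list alone), with Scn4b at -2.10 and Penk at -1.59. Cortical layer genes fell in 15 of 19 and rose in 1 (16 adjusted over the list alone), with Rspo1 at -1.73. GABAergic genes fell in 17 of 24 and rose in 2 (19 adjusted over the list alone), with Crh at -1.93, and potassium channels fell in 21 of 38 (23 adjusted over the list alone), with Kcnip2 at -1.25. Glutamatergic synapse genes fell in 17 of 29 (18 adjusted over the list alone), synaptic vesicle genes in 14 of 30 (17 called adjusted over the list alone), cholesterol biosynthesis genes in 15 of 20 with 1 up (17 adjusted over the list alone) and astrocyte markers in 13 of 22 with 1 up (17 adjusted over the list alone). Vamp1 fell by 1.15 and Insig1 by 1.01 on the log2 scale. These 8 lists passed camera with an estimated correlation, at adjusted p between 3.82e-05 and 0.00697.

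Another 6 lists passed camera only with the preset correlation. Immediate early genes fell in 23 of 27 and rose in 1 (25 adjusted over the list alone, median -0.92, adjusted p = 0.0853 with an estimated correlation), with Arc at -2.11 and Nptx2 at -1.95. Hdac4HET replicates 2 and 8, the highest arrays on this list (0.89 and 0.88), raise the reference mean here. The falls of Egr2 and Npas4 given for this comparison share that reference. The list was not tested without those replicates. MEF2 genes fell in 7 of 17 and rose in 1 (9 adjusted over the list alone, adjusted p = 0.0609 with an estimated correlation), and histone genes rose in 3 of 9 (6 adjusted over the list alone, adjusted p = 0.0932 with an estimated correlation). Oligodendrocyte markers fell in 9 of 21 (12 adjusted over the list alone, adjusted p = 0.176 with an estimated correlation), microglia markers in 13 of 20 (17 adjusted over the list alone, adjusted p = 0.082 with an estimated correlation), and endothelial markers in 8 of 22 with 1 up (13 adjusted over the list alone, adjusted p = 0.222 with an estimated correlation). In all, 10422 probe sets passed in limma, 5926 higher and 4496 lower, and 4870 changed by over 30%.

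Fold changes of R6/2 against WT and of Dble::R6/2 against Hdac4HET correlated across probe sets at r = 0.769 (rho = 0.669), outside the range of -0.592 to 0.451 given by 100 permutations of the labels. Probe sets are not independent replicates. Of the probe sets called in R6/2 against WT, 7167 were also called in the second comparison, 4264 higher in both and 2895 lower in both, against 882 and 542 for independent lists. Fold changes of Hdac4HET against WT and of Dble::R6/2 against R6/2 correlated at r = 0.199 (rho = 0.19), which 42 of 100 permutations equalled or passed. Hdac4HET and R6/2 share the WT arrays, and their changes against WT correlated at r = 0.456. In 100 draws of simulated unchanged groups that shared 1 reference group, r averaged 0.48 and reached 0.85. The covariance was 0.0263 against a simulated 0.00676, and r averaged 0.324 over 70 splits that gave each comparison its own WT arrays (covariance 0.0203).

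**Figure D3:**
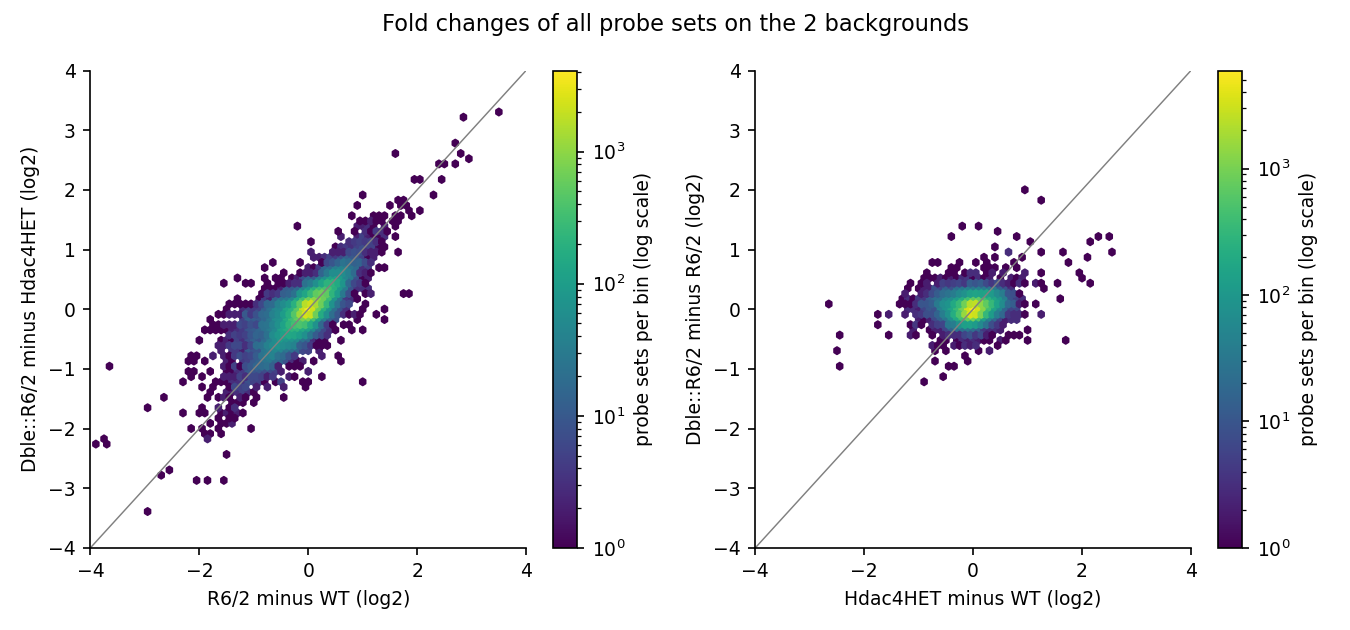
Log2 change of R6/2 against WT set against that of Dble::R6/2 against Hdac4HET, and of Hdac4HET against WT set against that of Dble::R6/2 against R6/2, for all 45037 probe sets, with shading for the number of probe sets and a grey line at equality. The first pair correlated at r = 0.769 and the second at r = 0.199.

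A score of the R6/2 profile was then compared between animals, the mean of the genes higher in R6/2 minus the mean of those lower, with R6/2 and WT arrays that had not chosen the genes. With genes chosen on odd-numbered replicates (2534 up and 2721 down), R6/2 scored 0.53 ± 0.28 (SD, n = 4), Dble::R6/2 0.51 ± 0.23 (n = 9), Hdac4HET -0.46 ± 0.11 (n = 8) and WT -0.73 ± 0.24 (n = 4). Dble::R6/2 minus R6/2 was -0.02, against 1.25 for R6/2 minus WT (2-sided exact permutation p = 0.894, adjusted p = 0.894). R6/2 replicate 2, the array with epidermal transcripts, scored 0.89 here and the other R6/2 arrays 0.29 to 0.59. Leaving out that array would lower the R6/2 mean below that of Dble::R6/2. The difference would change sign and grow in size, but that comparison was not run. With genes chosen on even-numbered replicates (1411 up and 1203 down), R6/2 scored 0.43 ± 0.09 (SD, n = 5) and Dble::R6/2 0.46 ± 0.20 (n = 9), a difference of 0.03 (exact permutation p = 0.763, adjusted p = 0.894). With all arrays kept, both differences were smaller than the spread between animals of one genotype.

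**Figure D4:**
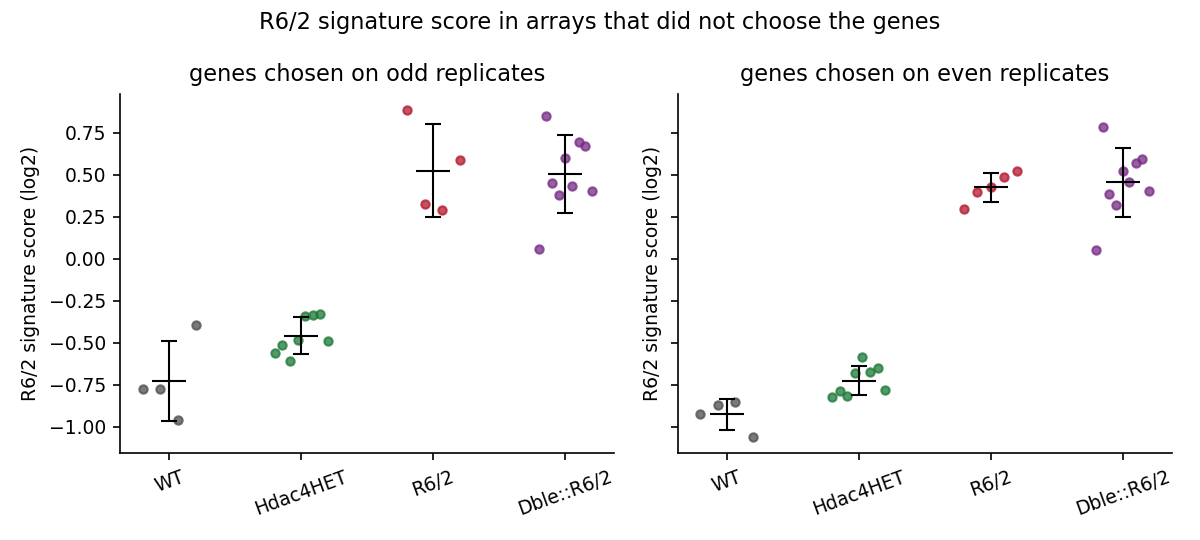
Score of the R6/2 profile in each array, with the mean and SD of each genotype, for genes chosen on odd-numbered and on even-numbered replicates. Dble::R6/2 minus R6/2 was -0.02 and 0.03, while R6/2 minus WT was 1.25 and 1.35.

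All 4 genotypes together were used to ask which genes the Hdac4 allele changed on both backgrounds and whether its effect depended on the transgene. Averaged over both backgrounds, the dimmest Prm1 probe set (adjusted p = 1.26e-16) and the next (log2 change 1.54, adjusted p = 2.77e-14) rose, both singled out after their values had been seen. With 1 probe set per gene, Pam (log2 change 0.62 ± 0.09, SE, adjusted p = 5.46e-04), Mmp14, a matrix metalloproteinase (0.43), Rell1 (0.38) and the activin receptor Acvr2b (0.35) rose, with Midn also among the 5 largest rises (adjusted p = 0.0165). ND5 (-0.65), Smc2os (-0.41), Hdac4 (-0.41), Klhdc1 (-0.40) and Mospd2 (-0.38) fell, as did the interneuron genes Sst (-0.26) and Calb1 (-0.19), and Cldn5 rose (0.34). In limma 161 probe sets passed, 87 up and 74 down, but after quantile normalization 95 were up and 159 down. Single arrays moved that count between 31 (without Hdac4HET replicate 6) and 871 (without WT replicate 8). It was 21 without the 4 arrays high in Prl and 25 with sex read from Xist as a covariate. Among values of named genes in this mean effect, 9 lost the call without those arrays and 9 with that covariate. Immediate early genes had a median of 0.15 (0 of 27 called in limma, 0 adjusted over the list alone and 8 with an unadjusted p under 0.05). They passed camera with the preset correlation (adjusted p = 1.05e-04) and not otherwise (adjusted p = 0.945 with an estimated correlation). Hdac4HET replicates 2 and 8, the highest arrays on this list, enter this mean effect as well. Without R6/2 replicate 2, GABAergic genes also passed camera with the preset correlation (adjusted p = 0.0393) and not otherwise (adjusted p = 0.758 with an estimated correlation).

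The interaction of the genotypes passed for 1 probe set, the dimmest of Prm1, where the allele raised the signal by 1.03 more on the R6/2 background (SE 0.14, limma adjusted p = 9.08e-04). Most of this was a difference between carriers, as Dble::R6/2 and Hdac4HET differed by 1.08 (adjusted p = 3.11e-06), while R6/2 and WT differed by 0.05 (adjusted p = 0.546). With 1 probe set per gene limma called 0 genes, and 1521 had an unadjusted p under 0.05. Immediate early (median -0.30), cortical layer (-0.18) and endothelial genes (-0.13) passed camera (adjusted p = 9.52e-06, 0.0327 and 0.0112), with 0 members called in limma over all probe sets (1, 0 and 2 adjusted over the list alone, and 8, 3 and 6 with an unadjusted p under 0.05). None of these lists passed otherwise (adjusted p = 0.609, 0.326 and 0.609 with an estimated correlation). Hdac4HET replicates 2 and 8, the highest arrays in immediate early genes, enter the interaction too. Without R6/2 replicate 2, striatal projection neuron and synaptic vesicle genes also passed camera with the preset correlation (adjusted p = 0.0105 each) and not otherwise (adjusted p = 0.606 and 0.298 with an estimated correlation).

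Genes close to Hdac4 on its chromosome were examined because sequence linked to the targeted allele is inherited with it. Within 10 Mb of Hdac4, and leaving out Hdac4, 5 of 254 probe sets were called in the mean Hdac4 effect against 114 of 34484 elsewhere (Fisher's exact p = 0.00187, adjusted p = 0.0112 over 6 comparisons). They measured Pam (0.62), Gin1 (-0.55), Armc9 (0.40), Stk25 (-0.29) and Snorc (0.24). No excess passed in the direct comparisons, with 7 of 254 (2.76%) against 4.12% elsewhere in Hdac4HET against WT (Fisher's exact p = 0.341, adjusted p = 0.682) and 0 of 254 in limma in Dble::R6/2 against R6/2 (Fisher's exact p = 1), where 26 had an unadjusted p under 0.05. In the mean effect, the excess did not pass within 5 Mb (Fisher's exact p = 0.106, adjusted p = 0.296) and passed within 20 Mb, with 6 of 456 against 113 of 34282 (Fisher's exact p = 0.00495, adjusted p = 0.0297).

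**Figure D5:**
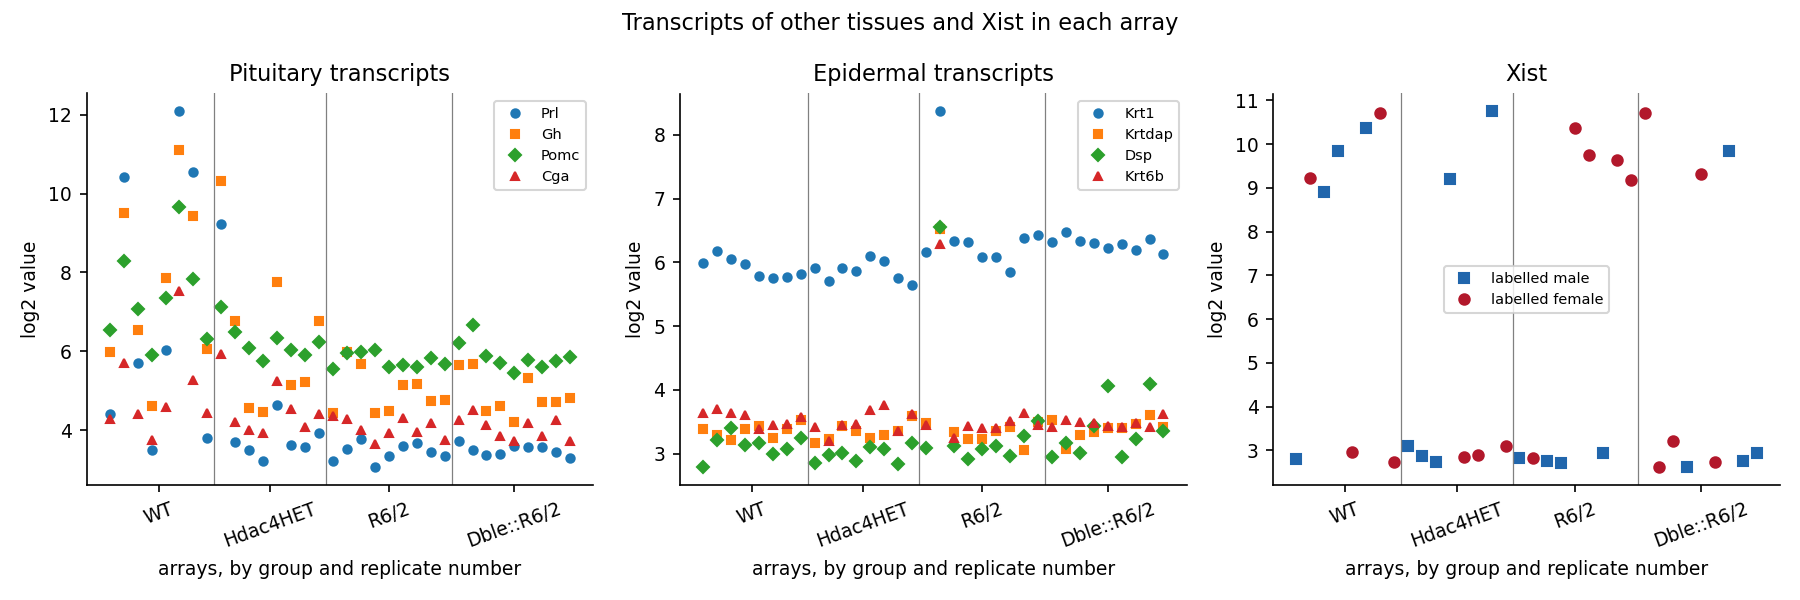
Log2 expression per array of the pituitary genes Prl, Gh, Pomc and Cga, of the epidermal genes Krt1, Krtdap, Dsp and Krt6b, and of Xist by the sex in the labels. WT replicates 2, 6 and 7 and Hdac4HET replicate 1 were highest in Prl, R6/2 replicate 2 stood above all others in the epidermal genes, and Xist differed from the sex label in 15 of 34 arrays.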

Values the study reported

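By qPCR, the study put the Hdac4 transcript remaining in carriers of the targeted allele, with or without the R6/2 transgene, at about 50%.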

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

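The comparisons of both backgrounds, the tests of sex and both tests of Prm1 were chosen after the results had been seen, and so was the reference for the test of components within genotypes, which itself was planned before its result.

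The calls in Hdac4HET against WT hardly recurred on the R6/2 background. Their median change was 0.40 in Hdac4HET against WT and 0.03 in the same direction in Dble::R6/2 against R6/2, a ratio of 0.066. Label permutations of that ratio ranged from -0.401 to 0.416, but probe sets called for their size overstate their change. With 1760 ranked on odd or even replicates, the change on the other 4 Hdac4HET and 4 WT arrays was 0.30 each time. It exceeded that in Dble::R6/2 against R6/2 by 0.25 and 0.30, inside permuted ranges up to 0.43 and 0.36. Those ranges come from shuffled labels, which stand for no change on either background and not for an equal change. These tests therefore do not decide whether the action was equal on both backgrounds. Sex makeup as the whole cause is argued against: with sex read from Xist the median change kept 0.937 of its size (0.40 to 0.37, median SE 0.0934 to 0.1), although 1738 of 1760 calls ended, with a median absolute t of 3.51 where the lowest called was 5.71, against 4.04 and 3.61 before. A component that also varies among mice of 1 genotype and a direct effect of Hdac4 cannot be told apart, since the first 2 components of R6/2 and Dble::R6/2 arrays around their means held a share of 0.439 of the variance of the Hdac4HET minus WT change, which 8 of 100 label permutations equalled or passed (highest 0.572).

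Sex labels and sex-linked transcripts disagreed in 15 of 34 arrays, 5 in WT, 5 in Hdac4HET, 1 in R6/2 and 4 in Dble::R6/2. A failed Xist measurement is argued against, since Xist and 3 Y-linked genes contradicted each other in 0 arrays (Xist 8.91 to 10.8 or 2.61 to 3.21). Arrays exchanged between genotypes are argued against as the cause, since in 0 arrays did Prm1 overlap between carriers and non-carriers of the Hdac4 allele, or the mean of Pou4f1 and Onecut2 between mice with and without the transgene. Exchanges inside genotypes alone are argued against too, since the number of males by label and by Xist differed in 4 of 4 genotypes (4 and 3 in WT, 5 and 6 in Hdac4HET, 4 and 5 in R6/2, 4 and 6 in Dble::R6/2). Wrong sex labels of single mice stay open, and no biological explanation was tested.

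Prm1 signal separated every carrier of the targeted allele from every non-carrier, at 3.22 to 5.05 against 2.29 to 2.66 on its dimmest probe set. A spermatid programme is argued against, since 16 other spermatid genes had a median change of -0.00653 in the mean Hdac4 effect (-0.08 to 0.06, with 0 called in limma and 0 with an unadjusted p under 0.05). Signal from the targeted allele itself cannot be told apart from a change of the Prm1 gene, as the genotypes confound them and either would leave 0 carrier arrays overlapping non-carriers. Expression of Prm1 caused by lower Hdac4 stays open as untested.

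The dimmest Prm1 probe set also differed between backgrounds, with an interaction of 1.03 (limma adjusted p = 9.08e-04), nearly all of it a difference between carriers (1.08 between Dble::R6/2 and Hdac4HET, adjusted p = 3.11e-06). The lists with an interaction were immediate early genes (camera adjusted p = 9.52e-06), cortical layer genes (0.0327) and endothelial genes (0.0112), none of which passed with an estimated correlation.

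In 24 of 288 groups of arrays that were examined, 1 array lay far from the others of its genotype, where chance gives about 1 in 20. R6/2 replicate 2 held 6 of these: Ifi27l2a at 7.41 (others 5.43 to 6.36), Tpx2 at 6.61 (5.31 to 5.78), Pam at 7.79 (8.21 to 8.56), Araf at 6.42 (7.69 to 8.75), the Hdac family score at -0.22 and the glutamatergic synapse score at -0.63. R6/2 replicate 1 read 7.87 in the second brightest Htt probe set, and R6/2 replicate 3 read 6.19 in Mmp14 and 0.66 in the choroid plexus score. Dble::R6/2 replicates 4, 8 and 9 read higher in that score, at 1.04, 1.58 and 1.17, against at most 0.40 in other Dble::R6/2 arrays. They were not flagged, as the rule looked for 1 array apart from the rest. In WT, replicate 3 stood apart in Ifi27l2a (4.74) and the striatal score (0.34), replicate 4 in Ighm (6.12; others 8.50 to 9.76) and the oligodendrocyte score (-0.63), replicate 6 in Gm2102 (3.96) and replicate 8 in P2ry12 (6.77; others 8.29 to 8.81) and ND5 (12.4). In Hdac4HET, replicate 1 stood apart in Prl (9.22; others 3.21 to 4.65), replicate 4 in the microglia score (0.16), replicate 6 in Ighm (6.80) and replicate 7 in Tpx2 (3.35). In Dble::R6/2, replicate 1 stood apart in Plin4 (6.20; others 7.47 to 8.62) and the immediate early score (-0.38), and replicate 2 in Smc2os (4.45) and Mospd2 (6.78).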

How the results depend on the processing

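Sex read from Xist, leaving out the arrays high in Prl, leaving out each array and gene lists without R6/2 replicate 2 were tests chosen after the results had been seen. The other settings were planned. Signal over background limits dim probe sets, for which no detection calls were used here. Among named genes, 3441 values kept their call or the lack of one, 216 lost the call and 18 gained it. Values without a call could change sign and still count as kept. The brightest Hdac4 probe set in Dble::R6/2 against Hdac4HET, for instance, read 0.004 in the main fit and -0.017 after quantile normalization. Unless given here, causes of changes were not tested.

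Without the 4 arrays high in Prl (fewer samples), R6/2 against WT had 8040 calls, Hdac4HET against WT 5 (5 over 30%), the mean Hdac4 effect 21, and the brightest Hdac4 probe set in Hdac4HET against WT read -0.47 (adjusted p = 0.143). With sex read from Xist, Hdac4HET against WT had 22 calls (21 over 30%) and the mean effect 25. Calls in Hdac4HET against WT, adjusted p alone and then with 30%, were 173 and 102 by the methods' t-test, 704 and 457 with all 4 groups, 3305 and 1595 with sex from the labels, and 5120 and 1993 with the first residual principal component. Dble::R6/2 against R6/2 gave 1 call (1 over 30%) among the brighter probe sets, 6 (6 over 30%) with array weights, 7 with all 4 groups and 5 with the principal component. The interaction gave 0 in limma among the brighter probe sets (the unadjusted count over all was 4444), 3 with array weights and 203 with the principal component. Prm1 probe sets called in the main fits of Dble::R6/2 against R6/2 and of the interaction are too dim for that restriction. They were not tested there, so the lower counts among the brighter probe sets do not bear on them. The mean effect gave 254 after quantile normalization (37.4% up, against 54% before), 386 among the brighter probe sets, 700 with array weights and 1473 with the principal component. The brightest Hdac4 probe set passed between Dble::R6/2 and R6/2 with array weights (-0.39, adjusted p = 0.0434). The odd-chosen R6/2 score difference changed sign, to 0.0358, after subtracting sex means. Calls within 5 Mb of Hdac4 gave Fisher's exact p = 0.106.

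With the replicate block, Hdac4HET against WT had 877 calls (593 over 30%), the interaction 3 and the mean effect 61. Replicate numbers did not pair the mice: 4 of 8, 3 of 8, 6 of 9 and 3 of 8 pairs had residual correlations over 0.1, and 0, 2, 1 and 1 arrays correlated best with their own number.

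With an estimated correlation the lists lost were striatal (0.0684), oligodendrocyte (0.324) and microglia genes (0.0983) in R6/2 against WT, immediate early and endothelial genes (0.805 each) in Hdac4HET against WT, striatal genes (0.791) in Dble::R6/2 against R6/2, MEF2 (0.0609), immediate early (0.0853), histone (0.0932), oligodendrocyte (0.176), microglia (0.082) and endothelial genes (0.222) in Dble::R6/2 against Hdac4HET, immediate early, endothelial (0.609 each) and cortical layer genes (0.326) in the interaction, and immediate early genes (0.945) in the mean effect. With the mean of all probe sets of a gene, astrocyte markers gained a call in Hdac4HET against WT (0.0127) and in the interaction (0.00708), while endothelial genes in Hdac4HET against WT (0.178), striatal genes in Dble::R6/2 against R6/2 (0.184) and cortical layer and endothelial genes in the interaction (0.112 each) lost it. Without R6/2 replicate 2, lists that passed were glutamatergic (0.04999), vesicle (0.00479) and GABAergic genes (0.00136) in Dble::R6/2 against R6/2, striatal and vesicle genes (0.0105 each) in the interaction and GABAergic genes (0.0393) in the mean effect. With an estimated correlation as well, those 6 did not pass (0.28, 0.188, 0.284, 0.606, 0.298 and 0.758), and lists lost were MEF2, vesicle and histone (0.0505 each), immediate early (0.0764), striatal (0.104), oligodendrocyte (0.399) and microglia genes (0.133) in R6/2 against WT, striatal genes (0.338) in Dble::R6/2 against R6/2, immediate early, endothelial (0.497 each) and cortical layer genes (0.263) in the interaction and immediate early genes (0.758) in the mean effect. Values in this paragraph are camera adjusted p.

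Leaving out single arrays gave 10767 to 12721 calls (5742 to 6805 over 30%) in R6/2 against WT, 9435 to 10991 (4678 to 5287) in Dble::R6/2 against Hdac4HET, 3 to 4 (3 to 4) in Dble::R6/2 against R6/2 and 1 to 10 in the interaction, with 10 without WT replicate 8 and 2 without Hdac4HET replicate 3 or R6/2 replicate 1, 2 or 6. Hdac4HET against WT ranged from 183 to 3994 (138 to 2003 over 30%). Without WT replicates 1 to 8 it gave 568, 243, 494, 525, 1080, 226, 339 and 3994, and without Hdac4HET replicates 2, 3, 5, 6, 7 and 8 it gave 621, 2949, 194, 183, 218 and 389. Over 30%, it gave 402, 178, 328, 370, 169, 254 and 2003 without WT replicates 1, 2, 3, 4, 6, 7 and 8, and 447, 1648, 138, 139, 161 and 282 without the same Hdac4HET replicates. The mean effect ranged from 31 to 871, and gave without WT replicates 1, 2, 3, 6, 7 and 8, 68, 66, 43, 62, 87 and 871, without Hdac4HET replicates 2 to 7, 85, 371, 277, 46, 31 and 46, without R6/2 replicates 2 to 9, 314, 97, 374, 77, 46, 541, 89 and 49, and without Dble::R6/2 replicates 1, 2, 3, 4, 6 and 8, 494, 67, 94, 98, 380 and 55. The brightest Hdac4 probe set ranged from -0.18 to -0.10 in R6/2 against WT, -0.52 to -0.46 in Hdac4HET against WT, -0.38 to -0.30 in Dble::R6/2 against R6/2, -0.02 to 0.04 in Dble::R6/2 against Hdac4HET, 0.10 to 0.19 in the interaction and -0.43 to -0.39 in the mean effect.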

Other observations

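Both marker lists below were written after some of their genes had been seen, and the splits of arrays were planned. Pituitary hormone transcripts were high in 4 cortex samples. Prl lay between 10.4 and 12.1 in WT replicates 2, 6 and 7 and at 9.22 in Hdac4HET replicate 1, against at most 3.78 in R6/2 and 3.72 in Dble::R6/2. In the same 4 arrays Gh lay between 9.44 and 11.1, Pomc between 7.12 and 9.67 and the glycoprotein hormone subunit Cga between 5.28 and 7.54. The other arrays reached 7.85 in Gh, 7.37 in Pomc and 5.25 in Cga. Pomc therefore overlapped between these arrays and the rest, and Cga nearly did. Of 13 measured pituitary markers, 4 exceeded their median by over 1 log2 unit in some array, and 2, the granule proteins Chgb and Scg2, were abundant in all cortex samples.

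Epidermal transcripts stood out in R6/2 replicate 2. Of 20 markers, 11 exceeded their median by over 1 log2 unit there and 15 were highest there. The keratin gene Krt1 read 8.37 (others 5.65 to 6.47), Krtdap 6.52 (3.06 to 3.61), the desmosomal gene Dsp 6.55 (2.79 to 4.09) and Krt6b 6.28 (3.20 to 3.76). None of these markers is on another list.

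Hdac4 transcript in Hdac4HET was 28.5% lower than in WT on its brightest probe set and 29.7% lower on the second brightest. That reduction is smaller than the one quoted from the study above, which was measured by another assay.

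Other divisions of the same arrays were compared with the real one, 100 for each result. Chance can be excluded for R6/2 against WT (12127 calls, highest other 1351, and 6299 and 1008 over 30%), Hdac4HET against WT (1760 and 3, and 964 and 3), Dble::R6/2 against Hdac4HET (10422 and 6, and 4870 and 6) and the mean Hdac4 effect (161 and 2), where 1 division, the real one, gave as many. For the 3 calls of Dble::R6/2 against R6/2, 4 of 100 divisions equalled or passed the count, so chance is excluded less firmly. Another division gave 2365 (1481 over 30%), which points to a structure among those arrays other than the Hdac4 genotype. For the single interaction call, 6 of 100 divisions equalled the count (highest other 1), so this test leaves chance open. In both cases it counts calls without their size. The probe set with the interaction call, the dimmest of Prm1, read 3.22 to 3.84 in Hdac4HET and 4.10 to 5.05 in Dble::R6/2.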
